# Reproducibility of quantitative RT-PCR array in miRNA expression profiling and comparison with microarray analysis

**DOI:** 10.1186/1471-2164-10-407

**Published:** 2009-08-28

**Authors:** Yongxin Chen, Jonathan AL Gelfond, Linda M McManus, Paula K Shireman

## Abstract

**Background:**

MicroRNAs (miRNAs) have critical functions in various biological processes. MiRNA profiling is an important tool for the identification of differentially expressed miRNAs in normal cellular and disease processes. A technical challenge remains for high-throughput miRNA expression analysis as the number of miRNAs continues to increase with *in silico *prediction and experimental verification. Our study critically evaluated the performance of a novel miRNA expression profiling approach, quantitative RT-PCR array (qPCR-array), compared to miRNA detection with oligonucleotide microchip (microarray).

**Results:**

High reproducibility with qPCR-array was demonstrated by comparing replicate results from the same RNA sample. Pre-amplification of the miRNA cDNA improved sensitivity of the qPCR-array and increased the number of detectable miRNAs. Furthermore, the relative expression levels of miRNAs were maintained after pre-amplification. When the performance of qPCR-array and microarrays were compared using different aliquots of the same RNA, a low correlation between the two methods (r = -0.443) indicated considerable variability between the two assay platforms. Higher variation between replicates was observed in miRNAs with low expression in both assays. Finally, a higher false positive rate of differential miRNA expression was observed using the microarray compared to the qPCR-array.

**Conclusion:**

Our studies demonstrated high reproducibility of TaqMan qPCR-array. Comparison between different reverse transcription reactions and qPCR-arrays performed on different days indicated that reverse transcription reactions did not introduce significant variation in the results. The use of cDNA pre-amplification increased the sensitivity of miRNA detection. Although there was variability associated with pre-amplification in low abundance miRNAs, the latter did not involve any systemic bias in the estimation of miRNA expression. Comparison between microarray and qPCR-array indicated superior sensitivity and specificity of qPCR-array.

## Background

MicroRNAs (miRNAs) are small noncoding RNAs of 20-22 nucleotides in length that direct posttranscriptional regulation through specific recognition of short sequences of target mRNAs, often in the 3' untranslated region, reviewed in [1-3]. With >200 members per species in higher eukaryotes, miRNAs are one of the largest gene families, accounting for ~1% of the genome [4]. Multiple studies have demonstrated that miRNAs are involved in numerous integral biological processes including development, cell proliferation, differentiation and apoptosis, reviewed in [5,6]. The complex and dynamic expression profiles of miRNA reflect the important roles in the control of mammalian growth and development. In fact, miRNA expression studies have demonstrated that aberrant expression of miRNAs is causally related to a variety of disease states such as cancer, diabetes, and heart failure [7-10]. As the number of miRNAs continues to increase with *in silico *prediction and experimental verification, miRNA profiling remains an important tool for identification of differential expression of miRNAs in normal and pathophysiologic processes.

Three main techniques have been used to detect and quantify miRNA including cloning, hybridization with selective probes, and polymerase chain reaction (PCR)-based detection, reviewed in [11]. Cloning strategies identified many of the initial miRNAs and revealed that miRNAs are present in many species [12-14]. Hybridization techniques include Northern blotting [15,16], bead-based flow-cytometry [17], and oligonucleotide microchip (microarray) [10,18,19]. While Northern Blotting using radioactive probes is very sensitive, disadvantages of Northern Blotting and cloning techniques are that both are time-consuming and impractical for large scale detection of hundreds of miRNAs. Microarrays have been widely used in miRNA profiling and can simultaneously determine expression levels for large numbers of miRNAs in a single experiment. However, the short length of miRNAs with inherently different melting temperatures (Tm) and the highly similar sequences between miRNA family members make probe design more difficult than for mRNA arrays [20,21]. Although the development of chemically modified probe design, such as Locked nucleic acid (LNA) and 2'-O-(2-methoxyethyl)-(MOE) can elevate Tm and stabilize hybridization [22,23], synthesis and chemical modification of RNA probes can be costly. While potentially providing more specific signals than microarray, bead-based flow cytometric miRNA profiling methods require the removal of genomic DNA, followed by recovery of small RNA fragments [17]; these multiple steps have the potential to alter the miRNAs present in the original sample. Furthermore, large quantities of RNA are needed for hybridization techniques, which limit their use in samples that yield small amounts of RNA. PCR-based techniques are able to detect low copy numbers of individual miRNAs with high sensitivity and specificity on both the precursor [24,25] and the mature form of miRNAs [26]. The stem-loop reverse transcription- polymerase chain reaction (RT-PCR) can profile miRNA expression with only nanograms of total RNA or even single cells [26-28]. Recently a quantitative RT-PCR based array method (qPCR-array) became available which combined the high sensitivity provided by the stem-loop RT-PCR with the ability to profile large numbers of miRNA in a single experiment [29].

The current study critically evaluated the reproducibility of qPCR-array analyses using multiple aliquots of the same RNA sample obtained from proliferating murine myoblast cells to determine the intra- and inter-assay reproducibility. The effect of pre-amplification on qPCR-array reproducibility and sensitivity was also evaluated. Finally, false positive rates of differential miRNA expression were compared to the microarray technique.

## Methods

### Cell culture and RNA isolation

Mouse C2C12 myoblasts [American Type Culture Collection (ATCC), Manassas, VA] were cultured in growth media containing Dulbecco's Modified Eagle Medium (DMEM) (ATCC), supplemented with 10% fetal bovine serum (FBS) (Hyclone, Logan, UT) and 1% penicillin-streptomycin (Mediatech, Inc., Herndon VA) at 37°C in a humidified atmosphere of 5% CO_2 _in air. Total RNA was isolated from proliferating C2C12 cells using TRIzol (Invitrogen, Carlsbad, CA) according to manufacturer's instructions. Total RNA concentration was quantified by absorbance at 260 nm using a SmartSpec 3000 spectrophotometer (Bio-Rad, Hercules, CA). RNA integrity was assessed using the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA) and samples with RNA integrity number (RIN) >9 were used in the array studies. Aliquots of the same RNA sample were used for all the experiments in both the microarray and qPCR-array measurements.

### TaqMan Real-time PCR microRNA Array

The stem-loop RT-PCR based TaqMan Rodent MicroRNA Arrays (Applied Biosystems, Foster City, CA) were used representing 585 mature miRNA present in the Sanger miRBase v12 in a two-card set of arrays (Array A and B). Each array contains six positive controls and one negative control. Array A focused on more highly characterized miRNAs, while Array B contains many of the more recently discovered miRNAs along with the miR* sequences. RT-PCR reactions were performed according to the manufacturer's instructions. All reagents were obtained from Applied Biosystems. Briefly, 500 ng of total RNA obtained from proliferating C2C12 cells was reverse-transcribed using Megaplex RT Primers and the TaqMan miRNA reverse transcription kit in a total of 7.5 μl volume. Quantitative real-time PCR was performed using Applied Biosystems 7900HT system and a TaqMan Universal PCR Master Mix with 6 μl cDNA input per plate. Cycle threshold (Ct) values were calculated using the SDS software v.2.3 using automatic baseline settings and a threshold of 0.2. Since a Ct value of 35 represents single molecule template detection, Ct values > 35 were considered to be below the detection level of the assay [30]. Therefore, only the miRNAs with a Ct ≤ 35 were included in the analyses. PCR efficiency (E) was calculated according to the formula: *E *= 10^-1/slope^, as previously described [31]. The Ct value of an endogenous control gene (MammU6) was subtracted from the corresponding Ct value for the target gene resulting in the ΔCt value which was used for relative quantification of miRNA expression. As there is an inverse correlation between ΔCt and miRNA expression level, lower ΔCt values were associated with increased miRNA expression.

### Pre-amplification of miRNA cDNA

For pre-amplification, 150 ng of total C2C12 RNA was reverse-transcribed and the product (2.5 μl) was pre-amplified using Megaplex PreAmp Primers and TaqMan PreAmp Master Mix (Applied Biosystems) in a 25 μl PCR reaction. The pre-amplification cycling conditions were 95°C for 10 min, 55°C for 2 min and 75°C for 2 min followed by 12 cycles of 95°C for 15 sec and 60°C for 4 min. The pre-amplified cDNA was diluted with 0.1× TE (pH 8.0) to 100 μl and then 10 μl diluted cDNA was used in each plate for real-time PCR reactions.

### MiRNA microarray analysis

The miRNA microarray analysis was performed by LC Sciences (Houston, TX) using two replicate aliquots of the C2C12 RNA. Briefly, the assay started with 8 μg of total RNA. After size fractionation of the RNAs using a YM-100 Microcon centrifugal filter from Millipore, poly(A) tails were added to RNA sequences with lengths less than 300 nucleotides using poly(A) polymerase. An oligonucleotide tag was ligated to the poly(A) tail for later fluorescent dye staining. RNA samples were hybridized overnight on a μParaflo microfluidic chip using a micro-circulation pump developed by Atactic Technologies [32]. Each microfluidic chip contained the following probes: 1) detection probes which consisted of chemically-modified nucleotide sequences complementary to 617 mouse mature miRNAs listed in the Sanger miRBase Release 12.0; 2) a total of 49 positive and negative control probes designed by LC Sciences to determine uniformity of sample labeling and assay conditions and 3) a spacer segment of polyethylene glycol to extend the coding segment away from the substrate. The probes were made *in situ *using photogenerated reagent chemistry. The hybridization melting temperatures were balanced by chemical modifications of the probes. Hybridization reactions were performed in 100 μl 6×SSPE buffer (0.90 M Sodium Chloride, 60 mM Sodium Hydrogen Phosphate, 6 mM EDTA, pH 6.8) containing 25% formamide at 34°C. After RNA hybridization, tag-conjugating Cy3 dyes (one-color hybridization) were circulated to samples for dye staining. Each analyzed miRNA was repeated five times. A GenePix 4000B (Molecular Device, Union City, CA) laser scanner was used to collect the fluorescence images which were digitized using Array-Pro image analysis software (Media Cybernetics, Bethesda, MD).

### Data analysis

MiRNA microarray data were analyzed by LC Sciences by subtracting the background and normalizing the signals using a Locally-weighted Regression filter by 5S rRNA, as described previously [33]. A miRNA was listed as detectable when it met at least three criteria: 1) signal intensity higher than 3× the background standard deviation, 2) spot coefficient of variation (CV) < 0.5, in which CV was calculated as (standard deviation)/(signal intensity), and 3) at least 50% of the repeated probes had a signal 3-times higher than background standard deviation. The miRNA microarray data used the total gene signal, which was proportional to the total number of targets bound by the probes targeting each miRNA. Differentially expressed signals were determine by t-test with *p *< 0.01. To compare qPCR-array and microarray assays, the log2 of microarray signals was used.

Differential expression of miRNA measured by the qPCR-array was tested using the Welch t-test. A *p *value < 0.01 was considered significant. Fisher's Z transformation was used to test the equivalence of correlations [34]. The power calculation was performed assuming unequal variances with estimates of the standard deviation based upon all replicates in the experiment; estimates for the standard deviations were on the log_2 _scale and included miRNAs that had Ct values of ≤35. The PROC POWER function in SAS 9.1 (Cary, NC) was used for this calculation. The Type I (false positive error) error rate was chosen conservatively as <0.0005 so that a Bonferroni adjustment for 100 hypotheses would achieve a family-wise error rate of 0.05.

Both miRNA microarray and qPCR-array data were submitted to the Gene Expression Omnibus (GEO; ) in minimum information about a microarray experiment (MIAME) compliant format with the series accession number GSE16000.

## Results

### Reproducibility of qPCR-array

Many *in vitro *handling steps are required for array analyses and each processing step has the potential to generate variability in the data. Replicate preparations using different aliquots of a single C2C12 RNA sample (500 ng) were used to determine the reproducibility of the reverse transcription process as well as the results of the same reverse transcription products performed on different days. TaqMan Array A, which quantifies 375 of the most highly characterized rodent miRNAs, was used. 

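C2C12 is a myoblast line derived from mouse skeletal muscle. Array A carried 375 miRNA assays, 335 for mouse and 40 for rat miRNAs, and 6 control assays. MammU6, U87, Y1, snoRNA135 and snoRNA202 are endogenous small RNAs, and ath-miR159a, a plant miRNA, was the negative control. Each of the 4 cards received the product of 500 ng of RNA, from reverse transcription reaction 1 or 2 (RT1 and RT2) on day 1 or 2. The authors deposited raw Ct values, set with automatic baseline and a common threshold, and the same values with the Ct of MammU6 subtracted. The raw Ct values were used, in which 40 stood for a well that never crossed the threshold. MammU6 had a Ct of 19.573, 19.770, 19.605 and 19.581 on RT1 day 1, RT1 day 2, RT2 day 1 and RT2 day 2, and ath-miR159a stayed at 40 on all 4 cards. The number of miRNA assays at a Ct of 35 or less was 195, 188, 191 and 191 in the same order, and 150, 151, 152 and 164 wells were undetermined. ΔCt was the Ct of an assay minus the Ct of MammU6 on the same card. Control assays were left out of the counts of miRNAs. All 4 cards measured 1 RNA sample, so the spread and the p-values of these cards measure technical variation only, and correlations run across miRNAs, which are not independent replicates.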

To evaluate the reproducibility of reverse transcription and PCR reactions, different aliquots of the same RNA were used for two separate reverse transcription reactions, and the products of each reaction were used in two separate assays on two separate days for a total of 4 assays (Figure 1A). 

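The most abundant miRNAs on Array A were miR-24, with a mean raw Ct of 22.0 ± 0.0498 (SD, n = 4 cards), miR-19b at 22.9 ± 0.126, miR-31 at 22.9 ± 0.0645, miR-29a at 23.9 ± 0.0890 and miR-16 at 23.9 ± 0.0329. All 9 assays of the let-7 family, which accumulates in differentiated cells, were detectable, against 47.3% of the other assays (Fisher's exact test, two-sided, p = 0.00135, adjusted p = 0.00740 over the 11 groups tested). Of 13 assays of the miR-17-92 cluster and its paralogs, which promote proliferation, 11 were detectable (adjusted p = 0.0354 from Fisher's exact test). All 5 assays of the miR-30 family were detectable as well, with an adjusted p of 0.0576 from the same exact test. Among 8 assays for muscle miRNAs, miR-133b (28.8 ± 0.110), miR-486 (29.0 ± 0.0503), miR-133a (30.6 ± 0.260) and the rat assay for miR-1 (31.3 ± 0.780) were detectable, whereas the mouse assay for miR-1 was not (35.4 ± 3.40). None of 12 assays for miRNAs of embryonic stem cells (the miR-290 and miR-302 clusters) had a mean Ct of 35 or less (Fisher's exact test, adjusted p = 0.00475), and none of 7 epithelial assays (the miR-200 family, miR-203 and miR-205) did (Fisher's exact test, adjusted p = 0.0413). In all, 182 of 375 miRNA assays (48.5%), 174 for mouse and 8 for rat miRNAs, had a mean Ct of 35 or less over the 4 cards. The count was 158 when every card had to be at 35 or less, and 112 assays were undetermined on all 4 cards.

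**Figure D1:**
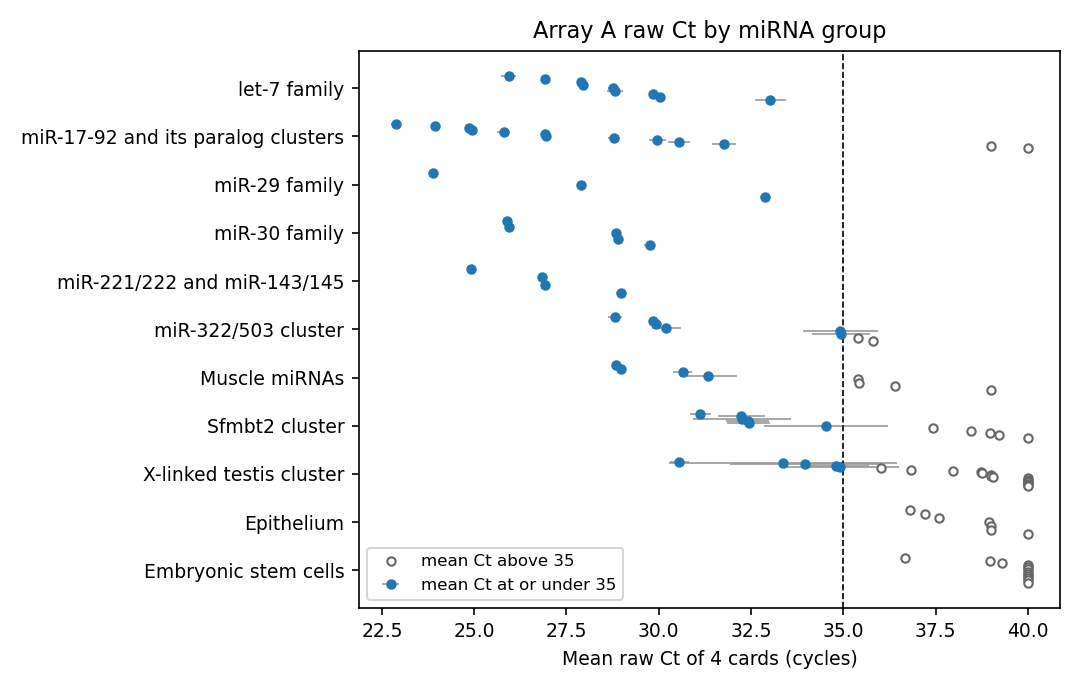
Mean raw Ct (cycles, n = 4 cards, bars show SD of detectable miRNAs) of the Array A assays in 11 groups of miRNAs, with filled points at a mean Ct of 35 or less and open points above it. All 9 let-7 assays lie left of the dashed line at 35, and all 12 assays of embryonic stem cell miRNAs lie right of it.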

47% of the miRNAs had average Ct values ≤35 (see Additional file 1). The raw Ct values of detectable miRNAs (miRNAs with Ct ≤35) were compared between each replicate for a total of 4 conditions. The comparison for every two replicates demonstrated strong correlation with an average correlation coefficient 0.978 (Figure 1B-E). 

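MiR-24 had the lowest Ct of all miRNAs on each of the 4 cards. Over miRNAs with a Ct of 35 or less on both cards, Pearson's r was 0.974 (95% confidence interval 0.965 to 0.981, n = 176 miRNAs) for RT1 on days 1 and 2 and 0.977 (0.969 to 0.983, n = 173) for RT2 on days 1 and 2. Between reactions it was 0.967 (0.956 to 0.976, n = 171) on day 1 and 0.985 (0.980 to 0.989, n = 167) on day 2. The mean of the 4 coefficients was 0.976 ± 0.00746 (SD, n = 4 pairs of cards). Spearman's rho was 0.968, 0.970, 0.965 and 0.977. Each r and rho had a two-sided permutation p of 1e-05, the smallest that 100000 random pairings can give (Benjamini-Hochberg adjustment left them unchanged). These coefficients leave out miRNAs above 35 on either card of a pair. Over the 182 miRNAs with a mean Ct of 35 or less on the 4 cards, the mean r of the 4 pairs was 0.946 ± 0.0158. At a Ct of 30 or less on both cards it was 0.993 ± 0.00121.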

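The median SD between cards was smaller for abundant than for scarce miRNAs. The let-7 family members let-7i and let-7c had an SD of 0.0282 and 0.0312 cycles over the 4 cards, miR-30c 0.0310, and miR-92a of the miR-17-92 cluster 0.0319. The 10 miRNAs with the smallest SD all had a mean Ct at 0.9 of a cycle or more past a whole cycle, where Ct values of Array A were overrepresented. The 10 miRNAs with a mean Ct above 20 to 25 had a median SD of 0.0767 cycles, the 79 miRNAs above 25 to 30 a median SD of 0.121, and the 93 miRNAs above 30 to 35 a median SD of 0.508. The largest SDs belonged to miR-449b (3.70 cycles at a mean Ct of 34.5), miR-465a-3p (3.08 at 33.4) and miR-708 (2.57 at 33.3). That of miR-449b rests on 1 undetermined well, on RT1 day 1, and was 0.523 cycles over the other 3 cards. The median difference between cards was 0.230 cycles for RT1 and 0.199 for RT2 on the 2 days, and 0.209 on day 1 and 0.218 on day 2 between reactions. From the correlations of the 4 pairs of cards, the paper reasons that the qPCR-array is highly reproducible.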

The correlation for each replicate set was significant (*p *< 0.0001) which indicated a high degree of reproducibility. 

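MiR-24, the most abundant miRNA, had a Ct of 21.9 on both RT1 cards and of 22.0 on both RT2 cards. The fitted slope, with the second card of each pair on the first, was 0.972 ± 0.0171 (standard error) for RT1 on days 1 and 2, 0.996 ± 0.0168 for RT2 on days 1 and 2, 0.947 ± 0.0191 for RT1 and RT2 on day 1 and 0.997 ± 0.0134 for RT1 and RT2 on day 2. The slope of RT1 and RT2 on day 1 lay more than 2 standard errors under 1, and the others lay within 2 standard errors of it. The slopes were fitted by least squares on the raw Ct values of the miRNAs that had a Ct of 35 or less on both cards. Error in the first card pulls a slope fitted this way under 1. The standard errors also assume an even scatter, whereas the scatter between cards was larger at high Ct. The distance of a slope from 1 in standard errors is therefore no evidence of a real departure.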

The slope of the linear trendline fitted along the correlation plot was nearly equal to 1 in each comparison. The correlation coefficient between replicates from the same or different reverse transcription reactions were similar suggesting that different reverse transcription reactions did not introduce significant variation. 

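No miRNA passed limma's test between days on ΔCt at an adjusted p under 0.05, with 8 of 182 at an unadjusted p under 0.05. The smallest p-values between days belonged to miR-298 (ΔCt 1.01 cycles higher on day 2, standard error 0.245), miR-467e and miR-682. The methods' t-test gave 1 miRNA, miR-350, at a p under 0.01 between days. The day 2 cards of the 2 reactions had the highest r, and the day 1 cards the lowest. Cards that shared neither the reaction nor the day had an r of 0.974 (RT1 day 1 with RT2 day 2) and 0.976 (RT1 day 2 with RT2 day 1).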

Similar results were obtained when ΔCt values were used for the comparison (data not shown). 

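MammU6 varied by an SD of 0.0928 cycles over the 4 cards, and its subtraction moved every miRNA of a card by the same amount. MiR-24 had a ΔCt of 2.32 ± 0.106 (SD, n = 4 cards), miR-31 a ΔCt of 3.28 ± 0.0961 and miR-29a a ΔCt of 4.26 ± 0.125. For these 3 miRNAs the SD of ΔCt was larger than the SD of the raw Ct. Because 1 value is subtracted per card, the correlation coefficients and slopes of ΔCt are by construction those of the raw Ct values, and only the intercepts differ, from 0.185 to 0.537 cycles over the 4 pairs.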

PCR amplification efficiency was determined using a series of different C2C12 RNA concentrations (5000 ng, 500 ng, or 50 ng). PCR efficiency for miRNAs with Ct ≤ 35 (n = 87) ranged between 2.22 and 1.80 with an average efficiency of 1.94 ± 0.09.

**Figure 1:**
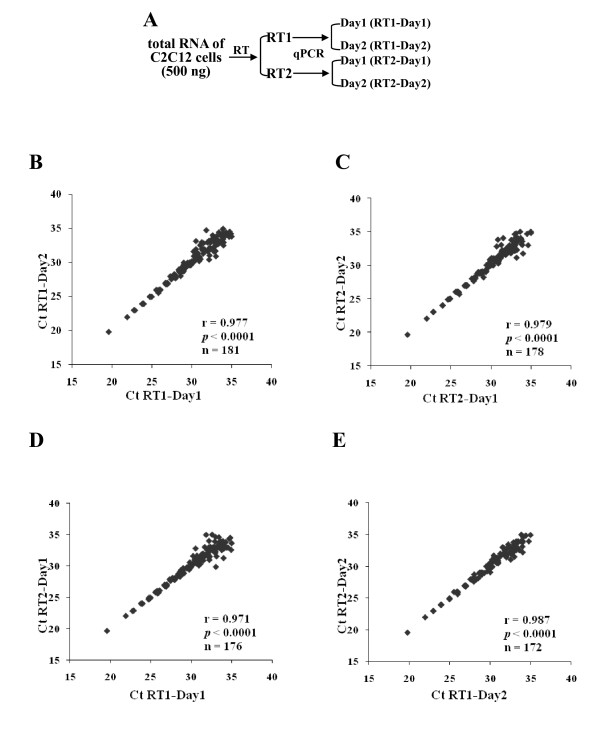
**Experimental design and reproducibility of qPCR-array**. A, The same RNA (500 ng) was used in two different reverse transcription (RT) reactions and the products were used in qPCR-arrays performed on different days. B and C, inter-assay reproducibility as determined by comparison of raw Ct values between replicates of different day reactions. D and E, inter-sample reproducibility as determined by comparison of raw Ct values between replicates of different RT reactions. Corresponding r and *p *values were determined by linear regression analysis. Sample number presented in each plot.

An important consideration in experimental design is determining the number of samples needed to provide statistically valid results. Power calculations using the above data indicated that at least four replicates are needed to obtain >90% power with a Type I error rate of <0.0005 to detect a fold change of 2 or 4 given the observed standard deviations (Std Dev) (Table 1).

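Of the 182 detectable miRNAs, 36 (19.8%, 95% Wilson interval 14.6% to 26.2%) had an SD of 0.1 cycles or less over the 4 cards (12.1% with the SD of ΔCt), 81 (44.5%, 37.5% to 51.8%) an SD of 0.2 or less and 108 (59.3%, 52.1% to 66.2%) an SD of 0.3 or less. All 10 miRNAs with a mean Ct above 20 to 25, among them miR-16 and miR-17, had an SD of 0.3 or less, as did 75 of 79 above 25 to 30 and 23 of 93 above 30 to 35. The smallest SDs belonged to miRNAs with a mean Ct just under a whole cycle, where Array A values were overrepresented. Whether this lowered the SDs, and with them the shares, was not tested. At a type I error rate of 0.0005, two-sided, and equal variances, power over 90% for a fold change of 2 needed 4 replicates per group at an SD of 0.1, 5 at 0.2 and 8 at 0.3. For a fold change of 4, the numbers were 3, 4 and 4. With unequal variances, which the paper's methods name, 200000 simulated experiments per setting gave 4, 6 and 8 replicates for a fold change of 2 and 4, 4 and 5 for a fold change of 4. These SDs describe repeated assays of 1 RNA sample and hold no variation between cultures.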

**Table 1:** Power Analysis of qPCR-array data derived from replicates of the same C2C12 RNA sample.

Fold Change	Std Dev	% miRNA*	Type I Error Rate	Actual Power	Number Per Group
2	0.1	17%	0.00025	0.944	4
2	0.2	58%	0.00034	0.974	6
2	0.3	82%	0.00039	0.937	8
4	0.1	17%	0.00025	>.999	4
4	0.2	58%	0.00025	0.944	4
4	0.3	82%	0.00030	0.974	5

*Percent of miRNA in our sample with the stated power.

### Reproducibility and Reliability of qPCR-array with pre-amplification

Pre-amplification could potentially bias the expression of miRNA transcripts. Therefore, it was important to determine if the relative expression of miRNAs in the original cell population was uniformly maintained after pre-amplification. 

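Array B carried 209 miRNA assays, 182 for mouse and 27 for rat miRNAs, 129 of them for star strands, the minor product of a miRNA hairpin, and 7 control assays, for 216 assays in all. The data were 4 cards of the C2C12 RNA, 2 without and 2 with pre-amplification. Raw Ct values were used as for Array A. Without pre-amplification, 65 miRNAs had a Ct of 35 or less on each card, and 114 and 115 wells were undetermined. With pre-amplification, 113 had a Ct of 35 or less on each card, and 81 and 86 wells were undetermined. MammU6 had a Ct of 21.714 and 21.673 on the cards without and of 13.803 and 14.012 on the cards with pre-amplification. The ath-miR159a control, which has no target in mouse RNA, remained at 40 on all 4 cards. A miRNA was taken as detectable in a condition when the mean Ct of its 2 cards was 35 or less. These cards too repeat 1 RNA sample, so their number limits the precision and their spread is technical.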

To assess the reliability of pre-amplification, miRNA expression profiles obtained with and without pre-amplification using MiRNA TaqMan Array B, which contains 210 recently discovered miRNAs along with minor miR* sequences, were compared [35]. Different aliquots of the same C2C12 RNA (150 ng) were used in the reverse transcription and pre-amplification reactions, both in duplicate (Figure 2A). 

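MiR-709 was the most abundant miRNA of Array B both without and with pre-amplification. It had a mean Ct of 23.6 ± 0.134 (SD, n = 2 cards) without and 15.8 ± 0.263 with pre-amplification. MiR-206, which is specific to skeletal muscle, had a mean Ct of 25.9 ± 0.317 without and 17.6 ± 0.241 with it. MiR-378 was the second most abundant miRNA without pre-amplification, at 25.3 ± 0.00707, and had a mean Ct of 20.6 ± 0.346 with it. The star strand miR-31* had a mean Ct of 27.0 ± 0.0962 and 18.5 ± 0.317, respectively. None of the 4 assays for miRNAs of embryonic stem cells was detectable in either condition. The median difference between the 2 cards was 0.276 cycles without and 0.443 cycles with pre-amplification, over the detectable miRNAs of each condition. MammU6, miR-709, miR-206, miR-378 and miR-31* all read higher on the second pre-amplified card, so the 0.443 includes an offset between cards besides scatter.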

The raw Ct values of detectable miRNAs measured in each replicate qPCR-array were highly correlated (Figure 2B and 2C). The Pearson's correlation coefficients for each replicate qPCR-array pair comparison was 0.985 and 0.990 for qPCR-arrays without and with pre-amplification, respectively. 

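The coefficients covered miR-709, miR-206 and the star strands alike. Without pre-amplification, r was 0.968 (95% confidence interval 0.947 to 0.981) over 60 detectable miRNAs with a mean Ct of 31.2, and Spearman's rho was 0.941. With pre-amplification, r was 0.987 (0.981 to 0.991) over 109 detectable miRNAs with a mean Ct of 26.5, and rho was 0.992. Over the 60 miRNAs detectable without pre-amplification, the pre-amplified cards had an r of 0.995 (0.992 to 0.997). All of these had a permutation p of 1e-05, the smallest possible.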

To evaluate if pre-amplification introduced bias to the original miRNA expression levels, ΔCt values were compared between amplified and non-amplified miRNAs and displayed on the correlation plot in Figure 2D. Only miRNAs with a Ct ≤ 35 in samples without pre-amplification were included and the calculated correlation was 0.924. 

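MiR-709 was first and miR-206 near the top on both lists, and miR-704 and rno-miR-463 were near the end of both. MiR-378 stood between miR-709 and miR-206 without pre-amplification, at a ΔCt of 3.62, and below both with it, at 6.66. Over the 60 miRNAs, the mean ΔCt with pre-amplification correlated with the mean ΔCt without it at an r of 0.906 (95% confidence interval 0.846 to 0.943) and a Spearman's rho of 0.917, each with a two-sided permutation p of 1e-05. The fitted slope was 0.990 ± 0.0608 (standard error). Control assays were not counted.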

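Among the 60 miRNAs detectable without pre-amplification, ΔCt was higher with pre-amplification in 30 and lower in 30, against MammU6. The largest shifts were upward for rno-miR-463, rno-miR-20b-5p, miR-378 and miR-378*, and downward for miR-106b* and miR-15b*. The mean difference (with minus without pre-amplification) was 0.144 cycles (SD 1.28, 95% bootstrap interval -0.166 to 0.480), with a p of 0.394 from a two-sided test that permuted the signs 100000 times, and the median was 0.0208. With the other endogenous controls (U87, Y1, snoRNA135, snoRNA202 and snoRNA429) as the reference in place of MammU6, the mean difference was 0.604 cycles (sign permutation p = 0.00025), with 42 miRNAs higher and 18 lower. Without replicate 1 of both conditions, against MammU6, it was 0.343 cycles over 65 miRNAs (sign permutation p = 0.0364). All miRNAs of a card share 1 reference value. The sign permutation p-values therefore measure the spread across miRNAs, and not the error of the cards or of the reference.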

A paired t-test was used to test the null hypothesis of zero-difference in the means and demonstrated that there was no observed systematic bias in the estimation of the miRNA expression levels (t = -0.63, *p *= 0.26). Therefore, miRNA quantification using pre-amplification resulted in relative miRNA expression levels that represented the level in the cell population without pre-amplification.

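Pre-amplification shifted 15 of 60 miRNAs against MammU6 at an adjusted p under 0.05 in limma, 9 toward a higher and 6 toward a lower ΔCt. Both strands of the miR-378 hairpin moved by nearly the same amount, miR-378 by 3.04 cycles (standard error 0.198, adjusted p = 0.00105 from limma) and miR-378* by 3.03 cycles (standard error 0.184, adjusted p = 0.00105). The rat assay rno-miR-463, of an X-linked cluster expressed in testis, rose by 4.86 cycles (standard error 0.468), rno-miR-20b-5p by 3.07, miR-692 by 2.87 and miR-704 by 1.88. The star strands miR-106b* and miR-15b* fell by 2.23 and 2.04 cycles, with adjusted p-values of 0.00265 from limma. Smaller shifts that passed the test were those of miR-678, miR-28*, miR-760, miR-466d-3p, miR-322*, miR-700 and miR-15a*, from 0.844 to 1.22 cycles in size. With the shared reverse transcription reaction of Figure 2A as a replicate block, 4 miRNAs passed, namely miR-106b*, miR-15b*, miR-378 and miR-378*, and with Ct minus the mean of the card 20 passed, 9 higher and 11 lower. Without replicate 1 of the cards not pre-amplified 19 passed, without replicate 2 of them 32, and without replicate 1 or 2 of the pre-amplified cards 9 or 8. From the ΔCt correlation and the paired test, the paper concludes that relative miRNA levels after pre-amplification represent those in the cells.

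**Figure D2:**
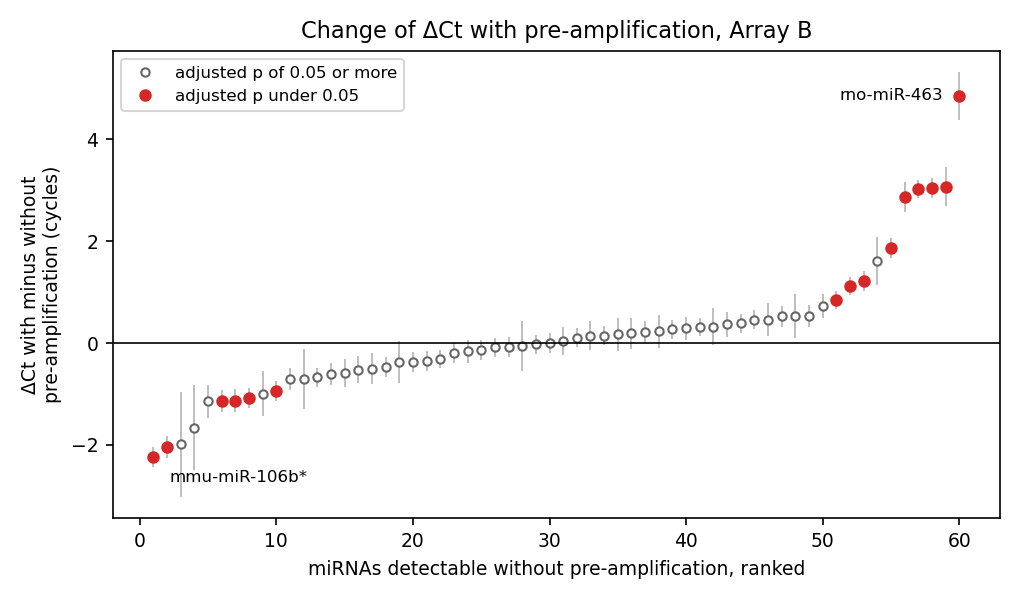
ΔCt with minus without pre-amplification (cycles) of the 60 miRNAs detectable without pre-amplification on Array B, ranked, with bars for limma's standard error and filled points for an adjusted p under 0.05. Most points lie near 0, rno-miR-463 lies at 4.86 and mmu-miR-106b* at -2.23.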

**Figure 2:**
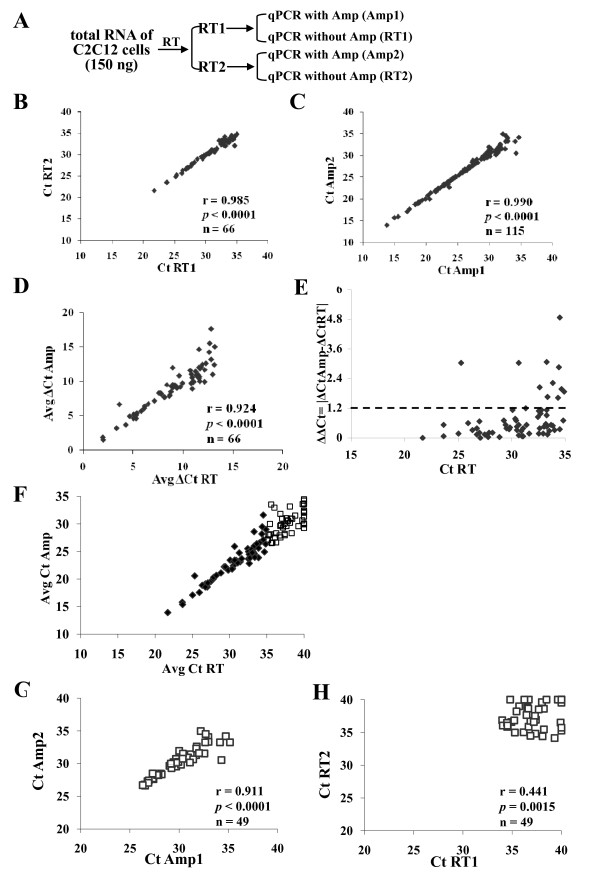
**Experimental design and comparison of miRNA expression between samples with and without pre-amplification**. A, The same RNA (150 ng) was used in the reverse transcription (RT) and pre-amplification reactions. B and C, correlation plot between raw Ct values for each replicate with (Amp) or without (RT) pre-amplification. D, correlation plot of ΔCt obtained with and without pre-amplification. E, difference in miRNA expression (ΔΔCt) between amplified and non-amplified samples. ΔΔCt values were plotted as the average Ct of non-amplified samples. F, correlation plot between raw Ct values obtained with and without pre-amplification. Data points represented by white dots indicate miRNAs that were only detectable in pre-amplified samples. G and H, correlation plot of Ct values of miRNAs detected only in pre-amplified samples between replicates with and without pre-amplification. Corresponding r and *p *value determined by linear regression analysis and sample number presented in each plot.

Specific miRNA pre-amplification uniformity was measured by calculating the ΔCt from all miRNAs with Ct ≤ 35 and determining the ΔΔCt between amplified (Amp) and non-amplified reverse transcription (RT) targets (ΔΔCt = |ΔCt_Amp_-ΔCt_RT_|). ΔΔCt values near zero therefore indicate pre-amplification uniformity. Targets that produce ΔΔCt values within ± 1.5 were considered uniformly preamplified (TaqMan PreAmp Master Mix Protocol, Applied Biosystems). Using this approach, 85% miRNAs displayed ΔΔCt < 1.2 (Figure 2E). 

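The miRNAs outside this limit were rno-miR-463, rno-miR-20b-5p, miR-378, miR-378*, miR-692, miR-106b*, miR-15b*, miR-29a*, miR-704, miR-99b*, rno-miR-99a* and miR-678. Of these 12, 8 had a higher and 4 a lower ΔCt with pre-amplification, and the 4 lower ones were all star strands. MiR-378 was abundant without pre-amplification, whereas rno-miR-463, miR-692, miR-29a*, miR-704 and rno-miR-99a* had a mean Ct above 34. A ΔΔCt under 1.2 was found for 48 of 60 miRNAs (80.0%, 95% Wilson interval 68.2% to 88.2%), and a ΔΔCt under 1.5 for 49 (81.7%).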

When the Ct was ≤ 30, 95% of all miRNAs had a ΔΔCt < 1.2.

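MiR-378 was the only one of the 17 miRNAs with a mean Ct of 30 or less, among them miR-709, miR-206, miR-720 and miR-31*, whose ΔΔCt was not under 1.2. The share was 16 of 17 (94.1%, 95% Wilson interval 73.0% to 99.0%), against 32 of 43 (74.4%) for miRNAs with a mean Ct above 30 to 35. The difference between the shares had a p of 0.151 (Fisher's exact test, two-sided).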

To assess the efficiency of pre-amplification, the number of detectable miRNAs with Ct ≤ 35 in each replicate of both qPCR-arrays with and without pre-amplification was estimated. The average Ct values of detectable miRNAs in amplified samples were plotted against those obtained from samples that were not pre-amplified (Figure 2F). 

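The 49 miRNAs detected only with pre-amplification included rno-miR-352, miR-425*, miR-297a*, miR-449c and miR-26b*, which had a mean Ct of 35.7, 35.7, 36.2, 35.0 and 35.2 without pre-amplification and of 26.5, 26.6, 26.6, 27.0 and 27.0 with it. Star strands made up 37 of the miRNAs detectable without pre-amplification and 68 of those detectable with it, out of 129 assays. Their share of 52.7% with pre-amplification did not differ from that of the other assays (51.3%, Fisher's exact test, p = 0.887). Of the 6 assays for an X-linked cluster expressed in testis, 1 was detectable without and 4 with pre-amplification. Detectable miRNAs numbered 60 of 209 (28.7%) without and 109 of 209 (52.2%) with pre-amplification, a ratio of 1.82 (exact McNemar test, p = 3.55e-15). With the 7 control assays counted, the numbers were 66 and 115 of 216. The same Ct limit was applied to values that pre-amplification had lowered. More detectable miRNAs therefore follow from the shift of Ct, and the McNemar test adds nothing beyond it.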

The number of detectable miRNAs was almost two-fold higher in pre-amplified samples (115/216, 53%) compared to samples without pre-amplification (66/216, 31%). 

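No miRNA was detectable only without pre-amplification. The Sfmbt2 cluster, a large group of repeated miRNAs within an intron of Sfmbt2, had 3 of 9 assays detectable without and 4 with pre-amplification, and miR-466d-3p, miR-467a* and miR-467b* were found in both conditions. The number detectable only without pre-amplification was also 0 at a Ct limit of 33 and at one of 38. With lowered Ct values and an unchanged limit, this too follows from the shift of Ct.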

All miRNAs detected in non-amplified samples were also detected in samples with pre-amplification. This difference demonstrates the increased sensitivity of pre-amplification prior to qPCR-array analysis. The Ct values of the miRNAs only detected by pre-amplification showed higher reproducibility for the pre-amplified samples compared to samples that were not pre-amplified (r = 0.991 vs. r = 0.441; *p *< 0.0001) (Figure 2G and 2H). This demonstrates that pre-amplification improved not only the number of miRNAs that were detectable (Ct ≤ 35), but pre-amplification also increased the reliability of these miRNA measurements. 

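In this group rno-miR-352 had Ct values of 36.9 and 34.5 on the 2 cards without pre-amplification and of 26.3 and 26.7 on those with it, and miR-297a* had 38.1 and 34.4 against 26.5 and 26.8. Over the 49 miRNAs, the pre-amplified cards had an r of 0.911 (95% confidence interval 0.846 to 0.949) and a Spearman's rho of 0.936, each at a permutation p of 1e-05. The cards without pre-amplification had an r of 0.441 (0.182 to 0.642, permutation p = 0.00162) and a rho of 0.462 (permutation p = 0.00091). Without pre-amplification, 12 of the 49 were undetermined on both cards and 8 on 1 card. Without these wells, r was 0.00532 over 29 miRNAs (permutation p = 0.978).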

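For the 29 miRNAs of this group that crossed the threshold on all 4 cards, miR-425*, miR-449c, miR-26b* and miR-16* among them, the median difference between the 2 cards was 1.62 cycles without and 0.421 cycles with pre-amplification (two-sided sign permutation test, p = 1e-05). The mean Ct of all 49 was 37.7 without and 30.1 with pre-amplification. These miRNAs were chosen by the Ct values compared here, with a mean above the detection limit only without pre-amplification. A high value on a single card without pre-amplification could thus bring a miRNA into the group. The choice also narrows the range of Ct values behind the correlation without pre-amplification. The test of the difference between cards therefore cannot separate an effect of pre-amplification from that of the choice. From the added miRNAs and the higher correlation, the paper concludes that pre-amplification improves both the number of detectable miRNAs and the reliability of their measurement.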

Since PCR products double with each amplification cycle, a 12-cycle pre-amplification will result in 12 cycles of Ct shift, or a 2^12 ^= 4096-fold change. Because the cDNA was diluted by 24 times in the pre-amplified samples compared to samples without pre-amplification, theoretically, this allowed a 4096/24 = 171-fold difference of input between amplified and non-amplified samples or a decrement of 7.4 cycles of Ct. There were 7.6 ± 1.5 (mean ± Std Dev, n = 115) cycles decrement with the Ct value of the detectable miRNAs in samples with pre-amplification, indicating almost 100% pre-amplification efficiency.

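MiR-206 gained 8.39 cycles, miR-709 gained 7.86, and the controls MammU6, snoRNA135, snoRNA202, snoRNA429, U87 and Y1 gained 7.79, 8.19, 8.32, 7.95, 8.22 and 8.55 cycles. MiR-378 and miR-378* gained 4.75 and 4.76 cycles and rno-miR-463 gained 2.93, whereas miR-106b* gained 10.0. Over the 109 miRNAs detectable with pre-amplification the mean gain was 7.62 ± 1.49 cycles (SD across miRNAs), with a range of 2.08 to 10.7. Undetermined wells counted as 40 cycles, so the gains of 20 of the 109, which had 1 or 2 such wells without pre-amplification, are lower bounds. Among them is miR-501-5p, with the 10.7. Over the 60 also detectable without it, where both Ct values lie in the measured range, the gain was 7.64 ± 1.28 cycles, and 50 of the 60 gained 6 to 9 cycles.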

### Comparison of qPCR-array and microarray assays

Microarray is one of the most popular technologies for miRNA expression profiling [10,18,19]. The relationship between results obtained with qPCR-array and microarrays was determined. Independent miRNA expression profiling studies using uParaflo microfluidic biochips were performed by an independent company [36]. 

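The microarrays were 2 chips of the C2C12 RNA, 8 μg each, read in 1 colour. Each chip had 617 mouse miRNA probes with 5 spots per probe, 595 empty spots, and control probes for 5S rRNA and for spiked-in RNA. Both the scanner densities and the company's background-subtracted intensity of every spot were deposited. Empty spots had a median density of 225 on array 1 and 310 on array 2. The deposited signals were not scaled between the arrays, and 208 and 187 of 3085 miRNA spots stood at the floor of 1. A probe's signal was the mean of its 5 spots, and a miRNA was taken as detected at a signal of 32 or more on both arrays. For the test between arrays, spot densities were background corrected with normexp, log2 transformed and normalized by loess. Spots are repeats within an array, and with 1 array on each side the test compares these 2 arrays.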

Aliquots of the same C2C12 RNA were used in both the qPCR-array (500 ng) and microarrays (8 μg). Comparison of miRNA expression level in duplicate samples for microarray analysis indicated good reproducibility (r = 0.974; Figure 3A). 

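The brightest probes were miR-709, with a signal of 52112 on array 1 and 58037 on array 2, let-7c (27565 and 31748), let-7b (23339 and 29434), let-7a (21850 and 27663) and miR-21 (21049 and 20480). Among muscle miRNAs, miR-206, miR-486, miR-133a and miR-133b were detected, with mean signals of 4534, 199.6, 71.6 and 39.3. Over the 137 miRNAs at a signal of 32 or more on both arrays, r of the log2 signals was 0.970 (95% confidence interval 0.958 to 0.978) and Spearman's rho was 0.928, each with a permutation p of 1e-05. The median difference between the arrays was 0.352 on the log2 scale. Spots of 1 probe had a median coefficient of variation of 0.155 on array 1 and 0.139 on array 2.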

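All 9 members of the let-7 family were detected by both platforms, as were miR-24, miR-31, miR-29a, miR-21 and the muscle miRNAs miR-133a, miR-133b and miR-486. Of 333 mouse miRNAs matched by name between the platforms, 86 were detected by both, 87 by the qPCR-array alone, 3 by the microarray alone and 157 by neither (exact McNemar test of the 87 against the 3, p = 1.96e-22). The most abundant miRNAs found by the qPCR-array alone were miR-19a (mean Ct 25.8, microarray signal 18.0) and miR-140 (25.8 and 17.1). MiR-329 (mean Ct 38.2, signal 1452), miR-107 (36.0 and 276) and miR-540-5p (40.0 and 36.1) were found by the microarray alone. The numbers and the McNemar test depend on the limits, a mean Ct of 35 and a signal of 32 on both arrays, which were not matched in sensitivity. MiR-99a, at a mean Ct of 27.6, counted for the qPCR-array alone with signals of 36.8 on array 1 and 30.9 on array 2. The match used the names of the assays and probes, since the assays' target sequences were not used here.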

Since pre-amplification was not used in microarray assays, miRNA expression levels in microarray were compared to those in miRNA TaqMan Array A without pre-amplification; 84 miRNAs were detected in both microarray and qPCR-array (Ct ≤ 35). The results of both assays were compared by plotting the ΔCt values of qPCR-array versus the log2 of the microarray signal for each miRNA (Figure 3B). An inverse correlation should exist between the two methods since increasing miRNA expression was associated with decreasing ΔCt values in qPCR-array and increasing log2 signal in the microarray assay. The calculated correlation was -0.443. 

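MiR-24, first by qPCR-array with a ΔCt of 2.32, had the signal ranked 11th of 86 on the microarray, and let-7c, first on the microarray, was ranked 28th by qPCR-array. Over the 86 miRNAs, r between mean ΔCt and mean log2 signal was -0.422 (95% confidence interval -0.582 to -0.231, permutation p = 7e-05), and Spearman's rho was -0.471 (permutation p = 1e-05). With RT1 alone r was -0.401, and with RT2 alone -0.421. The fitted slope was -0.432 ± 0.101 (standard error) on the log2 scale per cycle.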

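Of the let-7 family, 8 of 9 members lay above the line fitted through the 86 miRNAs, with a median residual of 5.10 on the log2 scale. Let-7a (ΔCt 10.2, log2 signal 14.59) lay 6.36 above it, let-7b 6.01, miR-23b 5.79, let-7f 5.46, let-7c 5.37 and let-7d 5.10. MiR-19b (ΔCt 3.24, log2 signal 5.10), the second most abundant miRNA by qPCR-array, had a residual of -6.14, miR-484 of -3.75, miR-210 of -3.50 and miR-106a of -3.48. All 3 muscle miRNAs and all 4 members of the miR-30 family had a residual under 0. Of 10 members of the miR-17-92 cluster and its paralogs, 2 had a residual above 0.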

Although significant (*p *< 0.0001), this correlation indicated considerable variation in the results associated with the separate analysis platforms. To determine which miRNAs displayed the highest degree of variation for the two platforms, GC content and miRNA expression level were evaluated for each mature miRNA (Table 2). There were no significant differences in correlation coefficients when the detected miRNAs were divided into three groups based on GC content. However, individual correlation coefficients for subsets based on Ct value indicated a much higher variation between the two platforms for the low abundant miRNAs (Ct > 30) compared to the moderately (Ct between 25-30) and highly (Ct ≤ 25) expressed miRNAs.

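The class with a GC content above 30 to 45% held most of the let-7 family, the middle class let-7b and the muscle miRNAs miR-133a and miR-133b, and the class above 55% miR-214, miR-486 and miR-484. The r between ΔCt and log2 signal was -0.279 (95% confidence interval -0.601 to 0.122, n = 26) in the lowest class, -0.433 (-0.651 to -0.149, n = 42) in the middle class and -0.487 (-0.777 to -0.0256, n = 18) in the highest class. The permutation p-values were 0.167, 0.00428 and 0.0405, and 0.250, 0.0128 and 0.0811 after adjustment over the 6 classes of GC content and Ct. A test of equal coefficients gave a p of 0.715 after Fisher's Z transformation and of 0.728 when class labels were permuted.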

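The 10 miRNAs with a mean Ct above 20 to 25, which include miR-24, miR-19b, miR-31, miR-29a and miR-222, had an r of -0.290 (95% confidence interval -0.778 to 0.416, permutation p = 0.417) between ΔCt and log2 signal. Without miR-19b r was -0.709, and without miR-24 it was 0.0113, so the value rests on single miRNAs. The 54 miRNAs above 25 to 30, among them let-7b and let-7c, had an r of -0.430 (-0.626 to -0.183, permutation p = 0.00150, adjusted p = 0.00900), and the 22 above 30 to 35, among them let-7f and miR-23b, an r of -0.184 (-0.562 to 0.257, permutation p = 0.414). The 2 larger classes differed with a p of 0.310 after Fisher's Z transformation and of 0.270 by permutation. From the coefficients of Table 2, the paper concludes that the platforms differ most for miRNAs of low abundance.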

**Table 2:** Comparison of miRNA expression between microarray and qPCR-array basedon GC content and Ct value

		Number of miRNA	Correlation coefficient	*p *value*
GC contents (%)	>30 to 45	25	-0.413	
	>45 to 55	41	-0.403	
	>55	18	-0.490	0.8988

Ct value	>20 to 25	9	-0.709	
	>25 to 30	55	-0.428	
	>30 to 35	20	-0.108	0.0428^†^

*Test of equivalence of correlations.

^†^*p *value for >25 to 30 compared to >30 to 35, >20 to 25 excluded from test due to small sample size in group.

**Figure 3:**
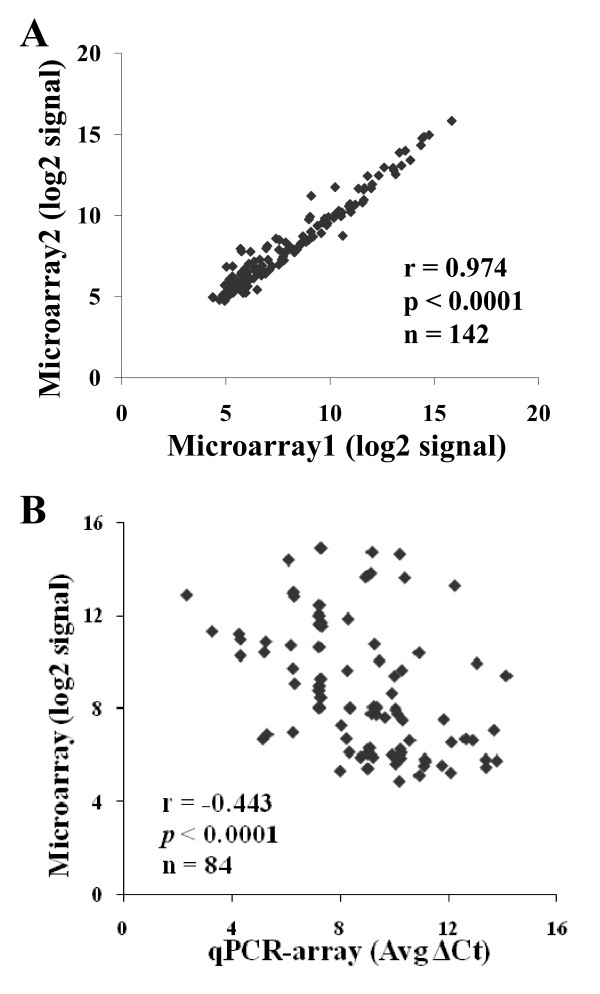
**Reproducibility of microarray and comparison of miRNA expression between microarray and qPCR-array**. A, correlation plot of log2 signals between the duplicate microarray assays. B, correlation plot comparing the ΔCt values of qPCR-array with the log2 of the microarray signal for each miRNA (n = 84). Corresponding r and *p *value determined by linear regression analysis.

To further compare the performance of qPCR-array and microarray, the expression levels for each miRNA in each replicate of the two platforms were compared. False positivity was defined as detection of significant differential expression of miRNAs between replicates in qPCR-array and microarrays. 

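MiR-329 differed most between the 2 arrays, with a signal of 548 on array 1 and 2357 on array 2 (log2 difference 2.26, standard error 0.0940, adjusted p = 2.52e-09 from limma). MiR-196a was higher on array 2 by 1.66 on the log2 scale, miR-466f-3p by 1.40, miR-374 by 1.21, miR-467f by 1.19 and miR-805 by 1.10. MiR-690 was lower on array 2, with a log2 difference of -1.39, and the abundant miR-24, miR-29a and miR-31 had log2 differences of -0.58, -0.54 and -0.47. The background correction added an offset of 50, which shrinks the log2 differences of dim probes. In all, 59 of 158 miRNAs with a mean signal of 32 or more (37.3%) had an adjusted p under 0.05 in limma, 37 higher and 22 lower on array 2. After quantile in place of loess normalization 62 passed, 25 higher and 37 lower. The methods' t-test on the loess values gave 46 miRNAs at a p under 0.01 and 55 after Benjamini-Hochberg adjustment. On the deposited signals it gave 61, 31 higher and 30 lower, and over all 617 probes 66 (10.7%), both settings chosen after seeing the data.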

In-depth microarray data analyses were performed by the company and revealed 48 out of 382 miRNAs (13%) with significant differential expression (*p *< 0.01) between the aliquots of the same C2C12 RNA. However, only 2 (miR-503, 322) out of 172 detectable miRNAs (1%) were demonstrated to be significantly different (*p *< 0.01) between different reverse transcription reactions in qPCR-array. These two miRNAs were not detectable in the microarray assays (signal < 32). 

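Between the reverse transcription reactions, 4 of 182 detectable miRNAs had an adjusted p under 0.05 in limma on ΔCt. MiR-465a-3p, of an X-linked cluster expressed in testis, was 5.41 cycles higher in RT2 (standard error 0.213, adjusted p = 0.00923 from limma) and miR-708 4.46 cycles higher (standard error 0.387, adjusted p = 0.0445 from limma). MiR-741, of the same cluster, fell by 3.39 cycles (standard error 0.182, adjusted p = 0.0132 from limma) and miR-197 fell by 2.03 cycles (standard error 0.196, adjusted p = 0.0480 from limma). MiR-503 had a ΔCt of 10.2 in RT1 and 10.9 in RT2, a difference of 0.743 (standard error 0.135, adjusted p = 0.302 from limma), and miR-322 of 8.99 and 9.37, a difference of 0.380 (standard error 0.135, adjusted p = 0.718 from limma). The methods' t-test on ΔCt at a threshold of 0.01 gave 2 miRNAs, miR-503 and miR-322, and none after Benjamini-Hochberg adjustment. Each of the 4 miRNAs called by limma had Ct values above 35 on the cards of 1 reaction, and none was called among the 158 miRNAs at 35 or less on all 4 cards. With the day as a replicate block 1 of the 4 passed, miR-465a-3p, with raw Ct values 2 passed, without either RT1 card none passed, and without either RT2 card 1 passed.

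**Figure D3:**
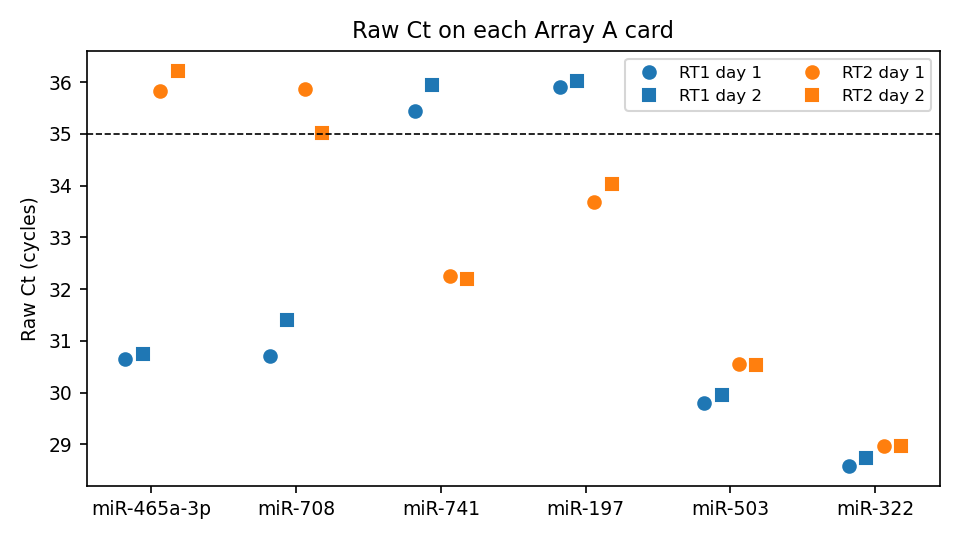
Raw Ct (cycles) on each of the 4 Array A cards of the 4 miRNAs called by limma between the reverse transcription reactions and of miR-503 and miR-322, with colours for the reaction and symbols for the day. MiR-465a-3p, miR-708, miR-741 and miR-197 have Ct values above the dashed line at 35 in 1 reaction, and miR-503 and miR-322 stay below it on all 4 cards.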

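MiR-503 had a signal of 18.6 on array 1 and 15.4 on array 2, and miR-322 of 25.3 and 27.2. On the qPCR-array both were abundant enough to be detected on every card, at a mean Ct of 30.2 ± 0.389 (SD, n = 4 cards) for miR-503 and 28.8 ± 0.186 for miR-322. MiR-351, encoded next to them on the X chromosome in the GRCm38.p6 annotation, was detected by both platforms, with a mean Ct of 29.9 ± 0.0435 and a mean signal of 794.1.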

The 48 differentially expressed miRNAs in the microarray had a wide range of expression levels, including 23 miRNAs with signals >500 and 25 miRNAs with signal <500 (ranging between 10 and 15000 with average 1601 ± 2767). These results indicated that a low expression level was not always responsible for the false positive differential expression of miRNAs in the microarray analysis.

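The 59 miRNAs that differed in limma ranged from let-7b, at a mean signal of 26386, and let-7d, at 14353, to probes close to the limit of 32. Mean signals above 500 were found for 25 of them and below 500 for 34, with a mean of 2310 ± 5256 (SD across miRNAs) and a median of 261.9. Among the 46 at a p under 0.01 by the methods' t-test, 24 had a signal above 500 and 22 below it, with a mean of 1841 ± 3172 and a range of 38.6 to 14353.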

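MiR-24, miR-29a, miR-31 and 6 of the 9 members of the let-7 family (let-7a, let-7b, let-7d, let-7e, let-7f and miR-98) were among those that differed between the arrays. Of the 45 miRNAs with a signal above 500, 25 (55.6%) were called by limma, against 34 of 113 (30.1%) at or below 500 (Fisher's exact test, two-sided, p = 0.00362). Among the called miRNAs the median size of the difference was 0.42 on the log2 scale, and 9 differed by more than 1. The paper reasons from the spread of signals that low expression was not always the source of false positive calls on the microarray.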

## Discussion

Due to the superior sensitivity and specificity, qPCR has been used as the "gold standard" to verify microarray expression data. The availability of qPCR-arrays makes this approach the method of choice for high-throughput miRNA expression profiling. Consistent with the results of Mestdagh *et al*. in profiling human miRNAs [29], our results clearly demonstrated high reproducibility of murine qPCR-array using RNA derived from C2C12 cells. Although Mestdagh et al [29] suggested reverse transcription reactions as a major factor contributing to the observed variation, our comparisons between different reverse transcription reactions with qPCR-arrays performed on different days produced similar correlation coefficients.

Pre-amplification has been used extensively for array analysis, especially when the RNA quantity is limited. By comparing miRNAs identified in samples with and without pre-amplification, our results demonstrated that the number of detectable miRNAs was almost twofold higher in pre-amplified samples. This result was very reproducible even when large amounts of RNA (500 ng) were used (Chen and Shireman, unpublished data). Thus, amplification improved the sensitivity of the qPCR-array analysis, enabling the identification of biologically regulated miRNAs that may have been below the detection level of the qPCR-array if pre-amplification had not been used. Similar results have also been demonstrated with PCR amplification using mRNA templates [37,38]. A major concern with using pre-amplification was the possibility that not all miRNA transcripts would be uniformly amplified. Our results suggested that relative miRNA expression levels were maintained between samples with and without pre-amplification. However, while most of the miRNAs (85%) were uniformly pre-amplified, we did observe increased variation associated with pre-amplification in low abundant miRNAs. Although primer and probe length/sequence could influence the pre-amplification efficiency, miRNAs with low expression level and high Ct values may also contribute to the variation. Similar uniformity of pre-amplification of miRNA has previously been reported by Mestdagh et al [29] except the correlation coefficient was decreased (r^2 ^= 0.797) for miRNA expression from amplified and non-amplified samples compared to the current study (r^2 ^= 0.854). Differing amounts of initial RNA used for pre-amplification, 10 ng (Mestdagh et al) versus 150 ng (current study) may account for the increased correlation coefficient in the current study. Therefore, the expression data for low abundant miRNAs obtained by pre-amplification should be interpreted with caution and confirmed in independent experiments or biological replicates.

To facilitate the comparison of miRNA expression data between different publications, it was important to determine the correlation between qPCR-arrays and microarrays. To our knowledge, this study is the first report with extensive comparison of miRNA expression between microarray and qPCR-array analysis. Even though the same RNA samples were used in both microarray and qPCR-array assays, a low correlation (r = -0.443) was observed with miRNA expression indicating the variation associated with the two platforms. Higher variation was especially observed in low abundant miRNAs. Stem-loop RT-PCR is highly sensitive and can detect an expression range of at least 7 logs [26], while microarray platforms can usually detect a 3-4 log of dynamic range [39,40]. Because the larger dynamic range imparts TaqMan qPCR-array with superior detection sensitivity, the expression variation observed in low abundant miRNA may reflect the different sensitivities of the two platforms. Although Ach et al [41] reported good correlations (r > 0.9) in 53/60 miRNAs when comparing microarray (Agilent) and individual TaqMan qPCR assays (Applied Biosystems), they could not compare all 60 miRNAs in one plot because qPCR and microarray assays have differential sensitivities to different miRNAs. When comparing the expression levels for each miRNA in each replicate of microarray and qPCR-array, we also observed a higher false positive rate of differential miRNA expression in the microarray assay. The stem-loop primers allow discrimination between miRNAs that differ by only a single nucleotide [26]. While the development of chemically modified probe design, such as Locked nucleic acid (LNA) and 2'-O-(2-methoxyethyl)-(MOE) enables high-affinity hybridizations to yield accurate miRNA detection [22,23], the lower false positive rate observed in qPCR-array may reflect its superior specificity compared to uParaflo microfluidic biochips. Although several papers reported high-resolution examination of the performance of microarrays in detecting differential expression at different fold changes [29,41], the results should be interpreted with caution and verified by quantitative RT-PCR due to the high rate of false positive results.

## Conclusion

Our studies demonstrated high reproducibility of TaqMan qPCR-array. Comparison between different reverse transcription reactions and qPCR-arrays performed on different days indicated that reverse transcription reactions did not introduce significant variation. The use of cDNA pre-amplification increased the sensitivity of miRNA detection. Although there were variations associated with pre-amplification in low abundance miRNAs, the latter did not involve any systemic bias in the estimation of miRNA expression ratios. Comparison between microarray and qPCR-array indicated superior sensitivity and specificity of qPCR-array.

## Authors' contributions

YC performed cell culture, RNA preparations and TaqMan qPCR-arrays. JG and YC performed the statistical analyses and organized the results. PKS and YC conceived this study, designed experiments, and revised the manuscript. LMM and PKS participated in the experimental design and the coordination of the work. All authors read, corrected and approved the final manuscript.

## Supplementary Material

Additional file 1 **Detectable miRNA list classified by Ct value**. The table provides the list of detectable miRNAs based on average Ct values. 

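The list sorts the detectable miRNAs of Array A by mean Ct into 3 classes. In the deposited values, 10 miRNAs, miR-24, miR-19b and miR-31 first among them, had a mean Ct above 20 to 25, 79 above 25 to 30, 7 of the 9 let-7 assays among them, and 93 above 30 to 35. These numbers count 8 rat assays, and the other 174 were mouse assays. The list holds 10, 75 and 89 names in these classes. Of its 174 names, 168 were those of a mouse assay, and the mean Ct of all 168 lay in the class under which they are listed.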

Click here for file

# Supplementary material for: Reproducibility of quantitative RT-PCR array in miRNA expression profiling and comparison with microarray analysis
**Source:** BMC Genomics. 2009 Aug 28;10:407. doi: 10.1186/1471-2164-10-407
**Supplement:** Additional file 1 — Detectable miRNA list classified by Ct value. The table provides the list of detectable miRNAs based on average Ct values.

| **Additional file 1. miRNA list classified by Ct value** | |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| **Ct** | **miRNAs** | | | | | |
| **≤ 20** | **Mammu6** | | | | | |
| **>20 to 25** | **16, 17, 19b, 20a, 24, 29a, 31, 106a, 222, 484** | | | | | |
| **>25 to 30** | **let7a, let7b, let7c, let7d, let7e, let7g, let7i, 9, 15a, 15b, 18a, 19a, 21, 23a, 26a, 26b, 27a, 27b, 28, 29c, 30a, 30b, 30c, 30d, 30e, 34b, 92a, 93, 99a, 99b, 100, 103, 106b, 125a, 125b, 130a, 132, 133b, 140, 143, 145, 146b, 151-3p, 152, 155, 182, 183, 186, 191, 193b, 195, 196b, 199a-3p, 210, 214, 221, 296-5p, 301a, 301b, 3230, 322, 328, 331, 335-3p, 342, 351, 365, 425, 486, 501-3p, 532-3p, 532-5p, 574-3p, 615-3p, 687** | | | | | |
| **>30 to 35** | **7a, let7f, 10a, 20b, 23b, 25, 29b, 34a, 34c, 98, 101a, 125a-3p, 125b-3p, 126-3p, 128a, 130b, 133a, 135b, 138, 139-5p, 142-3p, 146a, 148b, 150, 181a, 181c, 185, 187, 188-5p, 192, 193, 194, 197, 199a-5p, 202-3p, 218, 223, 224, 298, 324,-3p, -324-5p, 331-5p, 335-5p, 339-3p, 339-5p, 345-5p, 350, 361, 362-3p, 375, 376b, 379, 383, 409-3p, 423-5p, 449a, 449b, 450b-5p, 465a-3p, 465b-5p, 467a, 467b, 467c, 467d, 467e, 491, 494, 497, 500, 503, 509-3p, 542-5p, 582-5p, 590-5p, 652, 667, 669a, 671-3p, 674, 675-3p, 680, 682, 685, 708, 741, 743a, 744, 872, 881** | | | | | |

How the deposited data were processed for this re-analysis (not part of the article)

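All values come from aliquots of 1 RNA sample of C2C12 myoblasts. Array A was run on 4 cards, from 2 reverse transcription reactions on each of 2 days at 500 ng, Array B on 2 cards without and 2 with pre-amplification at 150 ng, and the microarray on 2 chips at 8 μg. For the qPCR-arrays the authors deposited raw Ct values per assay, made with automatic baseline and a common threshold, and the same values with the Ct of MammU6 subtracted. The raw values were used here, and the subtraction was repeated from them. For the microarrays the authors deposited the scanner intensity of every spot and a background-subtracted intensity, set to 1 where the subtraction left less. The methods also name a locally weighted regression, which the deposited intensities did not show when set against the scanner values. In the scanner files the mean density of a spot carries commas within its larger values, which were removed on reading, and its unit was taken from the file header and the methods.

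A miRNA was detectable at a mean Ct of 35 or less, or at a signal of 32 or more on both microarrays. Differences between cards were tested with limma 3.58.1 in R 4.3.3 on ΔCt, and differences between the microarrays with limma on log2 densities after normexp background correction (offset 50) and loess. P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The methods' t-test was run on the same values at its threshold of 0.01. Correlations are Pearson's r across miRNAs, with Spearman's rho, and their p-values come from 100000 random pairings with seed 20090828. Intervals of r are 95% intervals after Fisher's Z transformation, those of shares are Wilson intervals, and those of means and medians come from 10000 bootstrap samples (2000 for the correlation corrected for replicate error). Shares were compared by Fisher's exact test or the exact McNemar test. Power was computed from the noncentral t distribution, and for unequal variances from 200000 simulated experiments. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

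The tests of the paper's comparisons, the lists of miRNAs, the rule for the miRNAs named and the alternatives were fixed before the data were examined, except those named as chosen after seeing the data. The lists were the let-7 family, muscle miRNAs, the miR-17-92 cluster and its paralogs, the cluster of miR-322 and miR-503, the miR-29 and miR-30 families, miR-221/222 with miR-143/145, miRNAs of blood cells, liver, neurons, epithelium, endothelium, pancreas and embryonic stem cells, the Sfmbt2 cluster, the X-linked testis cluster and star strands. Lists with at least 5 assays were tested. The rule named the miRNAs in the paper and in the lists, the 10 most abundant miRNAs of each platform, the 10 largest changes past the threshold of each test or the 5 smallest p-values where fewer than 5 passed, the 10 largest changes of ΔCt with pre-amplification, the 5 lowest Ct values among miRNAs found only with pre-amplification and the 10 largest residuals between the platforms. The detectable miRNAs of Additional file 1 had been seen when the rule was written. Other miRNAs named, such as miR-449b, miR-140, miR-210, miR-540-5p, rno-miR-99a* and miR-16*, were chosen after their values were seen.

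The days of Figure 1A and the reverse transcription reactions of Figure 2A pair the cards. Deviations of same-numbered cards from their group means correlated at 0.0255 for the reactions by day, 0.325 for the days by reaction and -0.0131 for Array B. Fits with this number as a block were run as alternatives, beside other limits on Ct and signal, raw Ct values, other endogenous controls, Ct minus the mean of the card, quantile and no normalization of the microarrays, the methods' t-test, and each card or microarray left out in turn. The limma steps were tested on simulated data. Of 18 miRNAs changed by 1 cycle on Array A 7 were recovered, of 18 changed by 2 cycles 15, and 3 of 146 unchanged miRNAs were called. On Array B 3 of 6 and 4 of 6 were recovered and 0 of 48 unchanged miRNAs were called, and for the spots 9 of 15 at a log2 difference of 0.5, 11 of 15 at 1 and 2 of 128 unchanged. The simulated spots held independent noise at the spread between spots of array 1 and no other difference between arrays. Their 2 calls therefore do not measure how often the 2 real arrays give false calls. The raw amplification curves were not in the files, so baseline and threshold could not be repeated.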

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

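The tests of the position of Ct values within a cycle were chosen after the result was seen. Of 29 measures compared over the 4 Array A cards, 4 had 1 card apart from the other 3 (Dixon's ratio of gap to range above 0.829). For normally distributed values chance alone gives about 1 in 20. RT2 day 2 had 164 undetermined wells, against 150 to 152 on the other cards. MammU6 had a Ct of 19.77 on RT1 day 2, against 19.573 to 19.605. MiR-17 had a Ct of 23.893 on RT1 day 2, against 23.964 to 23.967, and miR-106a had a Ct of 24.897 on RT2 day 1, against 24.958 to 24.970. For both miRNAs the other 3 values lay just under a whole cycle, where Array A values were overrepresented, so that rate need not hold.

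Signals also appeared in data on which the paper does not report. On Array A, 8 of the 40 rat assays had a mean Ct of 35 or less in this mouse RNA. The 5S rRNA probes of the microarray were all brighter on array 1 than on array 2, with the largest ratio, 2.28, for probe b3 and the smallest, 1.40, for probe b1. The probes for spiked-in RNA ran the other way, with ratios under 1, the highest being 0.983.

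The Ct values of Array A lay just under whole cycles more often than an even spread would give. At 0.9 of a cycle or more past the last whole cycle lay 25.8% of the values on RT1 day 1, 34.8% on RT1 day 2, 30.0% on RT2 day 1 and 46.0% on RT2 day 2, and 11.6% over the 4 cards of Array B. A property of the assays alone, with no offset between cards, would give equal shares on the 4 cards. Between the cards with the highest and lowest share, 68 assays had such a value only on RT2 day 2 and 23 only on RT1 day 1 (exact McNemar test, p = 2.52e-06). The mean Ct of detectable miRNAs was 30.14, 30.27, 30.19 and 30.28 on the cards as listed, and rose with the share. A small offset between cards moves values across the limit of 0.9, so this test cannot decide on the assays. Low template would spare abundant miRNAs, but 52.4% (44.9% to 59.8%) of the Ct values under 28 lay at 0.9 of a cycle or more. How the instrument software placed the crossing stays open, since the files hold no amplification curves, and no biological explanation was tested.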

How the results depend on the processing

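These alternatives were chosen after seeing the data: on Array A the other endogenous controls as reference and t-tests on raw Ct, with pooled variance or at a Ct of 35 or less on all 4 cards; on Array B the crossed block, a Ct of 35 or less on both cards, control assays counted for the share and the gain, and the one-sided paired t-test; on the microarray the median of the spots and t-tests on the deposited signals; between the platforms other rules of detection and each miRNA of the Ct class above 20 to 25 left out. No alternative reversed a direction among the miRNAs named in a test. For these, 21 of 50 values between reactions and 10 of 64 on Array B no longer passed the threshold. All 43 between days and all 25 on the microarray were counted as staying on their side of it. Apart from that count, the methods' t-test on ΔCt, at its own threshold, called miR-350 between days, which limma did not call. Detectable miRNAs on Array A ranged from 145 to 228, and r between the platforms from -0.449 to -0.279. The mean r of the 4 pairs of Array A cards ranged from 0.946 to 0.993.

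Between reverse transcription reactions, limma's 4 calls became 2 on raw Ct, 3 with the other endogenous controls, 1 with the day as a replicate block, 0 at a Ct of 35 or less on all 4 cards, 0 at a mean Ct of 33 or less and 0 to 1 when a card was left out (0 without an RT1 card, 1 without an RT2 card). The lone card left in a group is then assumed to vary like the others. The methods' t-test gave 2, and 0 after Benjamini-Hochberg adjustment or on raw Ct. With pooled variance it gave 6 on ΔCt and 3 on raw Ct, and at a Ct of 35 or less on all 4 cards 2 (ΔCt) and 0 (raw Ct), or 3 and 0 with pooled variance. All 4 called miRNAs had a Ct above 35 on the cards of 1 reaction and a mean Ct above 33, so neither stricter limit tests them. Between days, leaving out a card gave 0 to 1, with the 1 call when RT2 day 1 was left out, and the methods' t-test gave 1 on ΔCt under both Ct rules (2 with pooled variance) and 0 on raw Ct.

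The share with an SD of 0.1 or less was 12.1% on ΔCt, and that of 0.3 or less was 68.4% among miRNAs at 35 or less on all 4 cards. A one-sided test needed 3 replicates (2-fold, SD 0.1), 7 (2-fold, SD 0.3) and 3 (4-fold, SD 0.2), and unequal variances needed 6 (2-fold, SD 0.2), 4 (4-fold, SD 0.1) and 5 (4-fold, SD 0.3).

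The mean difference of ΔCt with pre-amplification was 0.604 with the other endogenous controls and 0.119 to 0.343 when a replicate was left out, past the threshold without replicate 1 (permutation p = 0.0364). The 15 calls on Array B became 4 with the replicate block, 8 to 32 when a card was left out (32 without replicate 2 of the cards not pre-amplified, 9 and 8 without replicate 1 and 2 of the pre-amplified cards), 3 by the methods' t-test and 2 after Benjamini-Hochberg adjustment. With the replicate numbers of the pre-amplified cards crossed, 9 passed. The pairing changed no other call. The share under 1.2 was 94.1% at a Ct of 30 or less (95.5% with control assays counted), and r of the miRNAs found only with pre-amplification was 0.00532 on the cards without it once undetermined wells were left out.

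On the microarray 27 miRNAs were called at a signal of 500 or more, where 45 were tested. The t-test on the deposited signals gave 66 of all 617 probes (10.7%), 66 of 560 at a signal of 10 or more, 61 of 158 at 32 or more (31 higher and 30 lower on array 2), 51 of 87 at 100 or more and 28 of 45 at 500 or more, and with unequal variances 60, 60, 57, 48 and 27. At a signal of 100 or more, r between the platforms was -0.167 for GC above 30 to 45%, -0.322 above 45 to 55% and -0.435 above 55%, and -0.849 for Ct above 20 to 25, -0.260 above 25 to 30 and -0.245 above 30 to 35, in smaller classes. It was -0.460 for GC above 55% at a Ct of 35 or less on all 4 cards (permutation p = 0.0613), and -0.709 for Ct above 20 to 25 when miR-19b was left out. Beyond smaller sets, the cause was not tested. Empty spots at a median density of 225 and 310.2 limit what the microarray shows near a signal of 32.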

Differences from the paper's values

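For the miRNAs detected only with pre-amplification, the paper gives a correlation of 0.991 between the pre-amplified cards, and the value here was 0.911. The alternatives set before the data were examined gave 0.936 (Spearman's rho), 0.911 (undetermined wells left out) and 0.913 (a Ct of 35 or less on both cards), and all 3 differ from the paper's value too. For the cards without pre-amplification the paper's value and the one here are both 0.441.

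For the test of equal correlations between miRNAs of moderate and low abundance the paper gives a p of 0.0428, and the value here was 0.310. At a signal of 100 or more it was 0.973, which differs as well. In the class of the most abundant miRNAs r was -0.290, and -0.709, the paper's value in Table 2, was reached when miR-19b was left out, a setting chosen after seeing the values.

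The paper tested 382 miRNAs between the microarrays, and 158 had a mean signal of 32 or more here. Quantile normalization and no normalization kept 158, and a signal of 500 or more kept 45, so these alternatives differ from the paper's number too. Settings chosen after seeing the values kept 617 (no limit), 560 (a signal of 10 or more) and 87 (100 or more), which differ as well. The paper's count of miRNAs called at 0.01 is 48. The methods' t-test gave 46 of 158 after loess, 48 of 158 after quantile normalization and 61 of 158 without normalization between the arrays. On the deposited signals it gave 66 of 617 (10.7%). A count of 48, of 87 tested, also came from unequal variances on the deposited signals at 100 or more. That was 1 of 10 combinations of signal limit and variance tried, and chosen after seeing the values. The paper does not list its 48, so how many of them are among those counted here is unknown.

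The paper names miR-503 and miR-322 as the miRNAs that differ between reverse transcription reactions. Limma called 4 others and neither of these. The methods' t-test on ΔCt called these 2 at the paper's threshold of 0.01, and on raw Ct values it called 0. With pooled variance on ΔCt, chosen after seeing the values, it called both and 4 others, and both and 1 other at a Ct of 35 or less on all 4 cards. For the paired test of ΔCt the paper gives a p of 0.26. The methods' paired t-test gave 0.387 two-sided, and 0.264 one-sided with control assays counted, a setting whose one-sided form was chosen after seeing the values. The paper's numbers of replicates in Table 1 were reached with unequal variances, which its methods state. Its shares of miRNAs in that table, 58% at an SD of 0.2 and 82% at an SD of 0.3, were not reached. The shares here were 44.5% (95% interval 37.5% to 51.8%) and 59.3% (52.1% to 66.2%), and the highest under any alternative were 51.3% and 68.4%, among miRNAs at a Ct of 35 or less on all 4 cards.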

Other observations

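Of the tests in this part, those of miR-503 and miR-322, of measurement error and of the correlation with GC content regressed out were chosen after the results were seen. On Array A, 6 of 8 assays of the cluster of miR-322 and miR-503, 3 of 3 of the miR-29 family and 4 of 4 for miR-221/222 and miR-143/145 were detectable. So were 6 of 11 assays of the Sfmbt2 cluster, 5 of 20 of the X-linked testis cluster (Fisher's exact test, adjusted p = 0.0693), 3 of 5 of blood cells, 3 of 7 of neurons, 1 of 2 of endothelium, 1 of 4 of pancreas and 0 of 1 of liver. Over all of Array A, 48.5% of the miRNA assays were detectable. On the microarray all 9 let-7 miRNAs were detected, and 11 of 14 of the miR-17-92 cluster and its paralogs, against 20.9% of the other probes (Fisher's exact test, adjusted p = 5.43e-05). So were 4 of 5 of the miR-30 family, 4 of 7 muscle miRNAs, 4 of 4 of miR-221/222 and miR-143/145, 1 of 3 of the miR-29 family, 1 of 9 of the cluster of miR-322 and miR-503 and 3 of 44 of the Sfmbt2 cluster. The microarray lists of blood cells, liver, neurons, epithelium, endothelium, pancreas, embryonic stem cells and the X-linked testis cluster had no detected miRNA. Of 115 star strands 10 (8.70%) were detected, a lower share than the 25.3% of the other probes (Fisher's exact test, adjusted p = 0.00022).

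Rat assays read both lower and higher Ct values than the mouse assays of the same name. MiR-1, a miRNA of differentiated muscle, had a mean Ct of 31.3 by the rat and 35.4 by the mouse assay, miR-207 of 31.8 and 39.0, and miR-345-3p of 32.7 and 37.3. For miR-351 the assays gave 29.8 and 29.9, and for miR-224 29.8 and 30.2. The rat assay read higher for miR-532-5p (27.9 against 26.9), miR-339-3p (32.2 against 31.4), miR-881 (40.0 against 34.9), miR-346 (40.0 against 38.5) and miR-543 (40.0 against 39.0). Of the neighbours of miR-503 and miR-322 on the X chromosome, miR-351 had a lower mean Ct than miR-503, and the others were scarcer, with a mean Ct of 35.4 for miR-542-3p, 34.9 for miR-542-5p, 35.8 for miR-450a-5p and 34.9 for miR-450b-5p.

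MiR-503 and miR-322 had a higher ΔCt in RT2 than in RT1, and were MammU6 the source, the differences would fall under 0.2 cycles with the mean of the other endogenous controls, on raw Ct and on Ct minus the mean of the card. For miR-503 they were 0.537, 0.665 and 0.634, each at an unadjusted p under 0.05 from limma, which argues against MammU6 as the whole source, although the methods' t-test did not reach its threshold of 0.01 with any of them. For miR-322 they were 0.174, 0.301 and 0.270, none at an unadjusted p under 0.05 from limma. Subtracting MammU6 raised the raw difference from 0.301 to 0.380 for miR-322 and from 0.665 to 0.743 for miR-503. Measured against raw Ct, MammU6 thus gave the smaller part of both. With the other endogenous controls in its place, the miR-322 difference fell from 0.380 to 0.174, so the part of MammU6 in it depends on the reference. Whether the rest of the miR-322 difference exceeds the spread between cards stays open. Among the 3 ways to divide the 4 cards into 2 and 2, 1, the division by reaction, gave as many as 2 miRNAs at the threshold of the methods' t-test, and the others gave 1 and 0. With so few divisions the share cannot fall under 0.05, 1.82 miRNAs are expected at that threshold by chance, and no biological explanation was tested, since the cards hold 1 RNA.

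The qPCR-array and the microarray ranked miRNAs differently, and corrected for the error between replicates r was -0.424 (95% bootstrap interval -0.596 to -0.244), so error between replicates does not account for the weak relation. MiRNAs with a near-identical miRNA on the array, at 3 or fewer mismatches, had a median residual 0.347 higher on the log2 scale than the others (interval -0.395 to 1.66, permutation p = 0.344), which leaves shared binding open, and the high signals of the let-7 family had been seen when this test was written. The residual correlated with GC content at -0.270 (-0.455 to -0.0612, permutation p = 0.0120). With GC content regressed out of both platforms r was -0.419 (95% bootstrap interval -0.597 to -0.217), which argues against a linear effect of GC content as the whole cause of the weak relation, and a smaller part of it stays open. Differences in efficiency between single assays and probes were not tested.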
